A study of Mus musculus with 60 samples. Its data were reported in "Cancer-associated Histone H3 N-terminal arginine mutations disrupt PRC2 activity and impair differentiation" (2024).

How the data were processed

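CUT&RUN uses an antibody to direct a nuclease to chromatin, and the released DNA is sequenced. C3H 10T1/2 cells, a line of mouse mesenchymal progenitors, carried a lentiviral transgene for HA-tagged H3WT, H3R2C, H3R8C, H3R17C or H3R26C. Per the methods of the study, the authors aligned single-end reads to the mouse genome (mm10) with Rsubread and called peaks with SEACR in its stringent, normalised mode at a numeric threshold of 0.01, one list per labelled sample. The deposited lists give for each peak its position, its total signal, which is coverage summed over the bp of the peak, and its maximum signal. Both kinds of signal were whole numbers that the authors had not scaled to a common depth, and peak edges lay on a grid of 50 bp. SEACR with a numeric threshold keeps a top share of the blocks of each library. The number of peaks is therefore set partly by the caller, and a weaker block that falls below the level of one list can be above that of another. Filters on reads and removal of duplicates were not given in the sources used here. The study modelled read counts, whereas the tests here ran on the signal of called peaks.

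The lists of 30 samples with anti-HA and anti-H3K27me3 were used, and IgG and anti-H3K4me3 samples were not analysed here. Genotype, antibody and replicate number came from the sample titles. Lists of a group with identical values were counted as 1 library, which left 2 independent libraries per group. Read totals were not used here, so no counting interval is given, and the spread between independent libraries is the measure of precision. The lowest total signal of a list stands in for the level a block had to pass, and it rises both with depth and with the length of blocks.

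The groupings, tests, processing alternatives and the rule for the regions and genes named were fixed before the data were examined. Alternatives added later were the restriction to autosomes, chromosome medians set to 0, the HA share divided by that at shifted regions, and a further scaling of the fit with H3R17C. The comparison of H3R2C directly with H3R26C and all its alternatives, the ratio to independent losses and the simulated values of the correlation between mutants were also added later. H3R2C and H3R26C were set against H3WT and H3R8C because the study had set the first pair apart. H3R17C was kept out of that comparison, since the name of one of its lists gave another mark than its label.

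Peaks of the 8 anti-H3K27me3 libraries of H3WT, H3R2C, H3R8C and H3R26C were merged where they overlapped or touched. Regions called in both libraries of at least 1 genotype were kept as consensus regions, where called means overlapped by a peak over at least 1 bp. A region was lost when called in both H3WT libraries and neither mutant library, and gained in the opposite case. Beside each count stands the same count for the other ways to split those 4 libraries into pairs. Covered length, the number of peaks of at least 10 kb and the share of regions overlapped by HA peaks were compared. Exact permutation tests of library values were used (two-sided, 70 arrangements). They treat the 8 libraries as exchangeable, although these are pairs of 4 genotypes. Only 3 splits keep genotypes whole, so at that level no p below 0.333 can be reached. For the HA background, the same regions were moved along their chromosome by random offsets 100 times.

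The signal of a region in a library was the summed total signal of the peaks that overlapped it, or 0 where there was none, divided by the median over regions called in every library of the fit. After log2(scaled signal + 0.25), limma (lmFit and eBayes with trend) was fitted with the 4 genotypes sharing 1 estimate of the spread, and p was adjusted by the Benjamini-Hochberg method over the regions of the fit, with a threshold of 0.05. H3R17C was fitted apart, with all 5 genotypes. Because regions without a peak take 1 fixed value, spreads of 0 arise there, so the counts over regions called in every library are given beside those over all regions. To show what shared H3WT libraries produce by themselves, 100 pairs of unchanged groups were simulated against them.

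The annotation was GENCODE for GRCm38, the same build as mm10. A region near a start site overlapped the 1 kb on either side of a transcription start site, and lost regions were compared with the other consensus regions by Fisher's exact test (two-sided). The named items were 10 lineage genes from the text of the study, the 4 Hox clusters, 6 housekeeping genes as a control, the 3 longest regions of each kind (lost in both H3R2C and H3R26C, gained in both, lost in only 1) and the 3 regions with the lowest adjusted p by limma in each direction, with ties broken by the unadjusted p, a choice made after the rule was fixed.

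The alternatives covered the peak threshold (upper 50% of peaks), equal numbers of top peaks (20077 for H3K27me3, 15344 for HA), the overlap required (50%), merging within 1 kb, pseudocounts of 0.05 and 1, scaling, low-signal filters, maximum signal, eBayes without trend, an adjusted p under 0.001, all 3 labelled replicates, H3R17C added, the replicate number as a block, and leaving out each independent library.

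The scripts were tested on simulated data. Overlaps matched a base-by-base count in 2000 of 2000 regions. In simulated H3R2C lists, 200 of 200 removed and 200 of 200 added regions were called lost and gained, with 0 others among 5200. For limma on H3R2C against H3WT over 20900 simulated regions, 1, 0, 2 and 10 of 50 regions were called at simulated log2 changes of -2, -1, 1 and 2, beside 42 of 20700 unchanged regions. Over the 9931 with signal in every library the calls were 7 of 9, 2 of 19, 6 of 27 and 21 of 22, beside 4 of 9854 unchanged. For the pooled comparison limma called 10, 7, 3 and 25 of 50 beside 44 of 20700 unchanged, and over the 9912 with signal in every library 6 of 6, 7 of 15, 22 of 29 and 27 of 27, beside 2 of 9835 unchanged. Over all regions most simulated changes were missed, and 42 of the 55 calls for H3R2C and 44 of the 89 pooled calls were false, a share that depends on how few regions were changed. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.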

Results

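Cleavage under targets and release using nuclease (CUT&RUN) was used to map histone H3 modifications and a tagged histone in C3H 10T1/2 cells, a mouse mesenchymal progenitor line. The cells carried a transgene for HA-tagged histone H3, either wild type (H3WT) or with an arginine of the N-terminal tail changed to cysteine (H3R2C, H3R8C, H3R17C or H3R26C). The series held 60 samples, with 5 genotypes, 4 antibodies or controls and 3 labelled replicates of each. The 30 samples profiled with anti-H3K27me3, for the repressive mark set by Polycomb Repressive Complex 2, and with anti-HA, for the tagged histone, were analysed from their peak lists, and the 30 IgG and anti-H3K4me3 samples were not analysed here. In each of the 10 groups, 2 of the 3 labelled replicates had peak lists with identical values. These were counted as 1 library, which left 2 independent libraries per group and 20 in all, and every SD below is over independent libraries. Replicates 1 and 2 shared a list in 9 groups, and replicates 2 and 3 did so in H3R17C with anti-H3K27me3.

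Read totals, which the study lists for each labelled sample, were not used here, and the peak lists hold none. The lowest total signal in a list, which is the level a block of coverage had to pass to be called, served as a measure of what each library could show. Across the 8 anti-H3K27me3 libraries of H3WT, H3R2C, H3R8C and H3R26C this level ran from 3400 to 8050 (coverage summed over bp), and the number of peaks ran from 20077 to 24598. Their median peak width lay between 1.90 and 3.75 kb. The anti-HA lists were less alike. H3WT replicates 1 and 2 had 15344 peaks with a median width of 10.7 kb and a lowest total signal of 43200, and H3WT replicate 3 had 37907 peaks with a median width of 2.65 kb, whereas the 8 mutant libraries had 46398 to 52083 peaks with median widths of 0.800 to 1.60 kb. The peak caller kept a fixed top share of blocks in each library, so the number of peaks does not measure the amount of a mark, and a region without a peak lay below the level of that list rather than at zero.

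The first comparison addressed whether H3K27me3 peaks covered less of the genome in H3R2C and H3R26C, the genotypes that the study set apart. The caller kept a top share of blocks in each library, so covered length cannot measure a loss over the whole genome. Covered length also went along with the lowest total signal of the list over the 8 libraries (r = 0.944). Peaks covered 97.9 ± 32.3 Mb in H3R2C and H3R26C and 102 ± 5.24 Mb in H3WT and H3R8C (SD, n = 4 each). This difference of -3.98 Mb was smaller than the spread between libraries (exact permutation test of exchangeable libraries, two-sided, p = 0.829, smallest possible p 0.0286). With genotypes kept whole no p below 0.333 could be reached. The covered length was 101 ± 3.54 Mb in H3WT, 104 ± 37.8 Mb in H3R2C, 103 ± 8.20 Mb in H3R8C and 92.1 ± 39.5 Mb in H3R26C (SD, n = 2 each). The spread came from within the mutants: the H3R2C libraries covered 130 and 77.0 Mb, and the H3R26C libraries 120 and 64.2 Mb. Counting all 3 labelled replicates moved the difference most among the planned settings that kept every library, to 5.68 Mb (exact permutation p = 0.632). Without H3R26C replicate 3 it was 7.27 Mb, without H3R2C replicate 3 it was 2.99 Mb, without H3R8C replicate 3 it was -1.78 Mb, and without replicates 1 and 2 of H3R2C or of H3R26C it was -14.8 or -11.4 Mb. Peaks of at least 10 kb numbered 1593 ± 1018 in H3R2C and H3R26C and 1965 ± 261 in H3WT and H3R8C (SD, n = 4 each; exact permutation test, two-sided, p = 0.457). This difference of -372 peaks was -739 without H3R2C replicates 1 and 2 and -578 without H3R26C replicates 1 and 2, but -131 without H3R2C replicate 3 and -39.8 without H3R26C replicate 3. With all 3 labelled replicates it was -46.5 (exact permutation p = 0.881), and with H3R17C added it reversed to 53.6. The added H3R17C libraries held 220 such peaks in replicate 1, whose list resembled no other, and 1156 in replicates 2 and 3. The reversal therefore rests partly on the replicate 1 list.

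**Figure D1:**
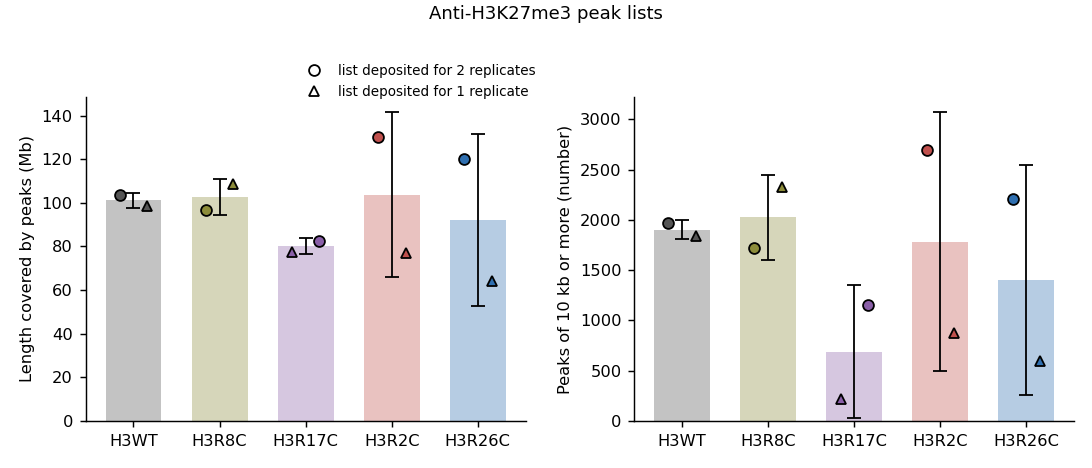
Length covered by anti-H3K27me3 peaks in Mb (left) and number of such peaks of at least 10 kb (right) in each genotype; points are independent libraries, bars are means and error bars are SD (n = 2). The 2 libraries of H3R2C and of H3R26C lie far apart (130 and 77.0 Mb, 120 and 64.2 Mb), and the H3R17C pair includes the library labelled replicate 1, whose list resembled no other.

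Peaks of the 8 libraries merged into 36272 regions. Of these, 20900 were called in both libraries of at least 1 genotype and were taken as consensus regions, with a median length of 5.95 kb, and 5589 had a peak in all 8 libraries. The overlap of covered bases between 2 anti-H3K27me3 lists, as a Jaccard index, was 0.431 to 0.625 within a genotype. Between H3R2C and H3R26C it was 0.298 to 0.411, lower than between H3WT, H3R8C and the H3R17C library of replicates 2 and 3 (0.518 to 0.573).

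Which regions changed was asked first from the calls alone, as regions with a peak in both libraries of H3WT and in neither of the mutant (lost) or the other way round (gained). In H3R2C 2464 regions were lost and 2893 gained, in H3R26C 1609 were lost and 1814 gained, and in H3R8C 1225 were lost and 1331 gained. Among the regions called in both H3WT libraries, the lost ones made up 20.3% in H3R2C, 13.2% in H3R26C and 10.1% in H3R8C. When the same 4 libraries were split the other ways, each pair then holding 1 H3WT and 1 mutant library, at most 278 regions were called in both libraries of one pair and neither of the other for H3R2C, 431 for H3R26C and 256 for H3R8C. With 2 libraries per genotype no p below 0.333 can be reached, so these counts have no test. Counting all 3 labelled replicates, where a majority of 3 suffices, moved the counts most among the settings that left out no library, to 5858 lost and 9130 gained in H3R2C, and taking only the upper 50% of the peaks of each list gave 1426 and 1691. With 1 library left out, a genotype needs a call in only 1 library, and most counts rose by more than 1.5 times. Lost regions numbered 5453 in H3R2C, 3931 in H3R26C and 3644 in H3R8C without H3WT replicate 3, and 4035, 3243 and 2794 without H3WT replicates 1 and 2. They numbered 3920 in H3R2C without its replicates 1 and 2, 3723 in H3R26C without its replicates 1 and 2, and 2047 in H3R8C without its replicate 3. Gained regions numbered 5342 in H3R2C, 3692 in H3R26C and 2954 in H3R8C without replicates 1 and 2 of the mutant, and 7782, 6238 and 3365 without replicate 3 of the mutant. In H3R8C they numbered 2382 without H3WT replicates 1 and 2 and 2165 without H3WT replicate 3.

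**Figure D2:**
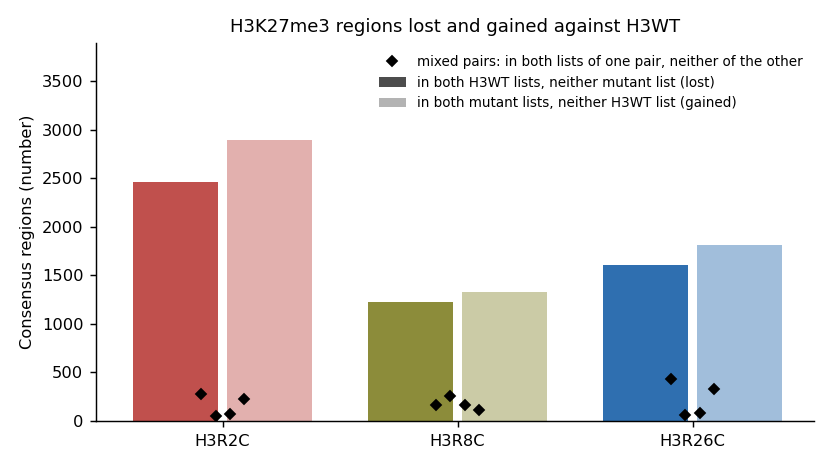
Number of consensus regions lost (dark bars) and gained (light bars) in each mutant against H3WT; diamonds give the counts for mixed pairs, each of 1 H3WT and 1 mutant library. The real counts of H3R2C, H3R8C and H3R26C, from 1225 to 2893, lie above every mixed pair of these mutants, of which the highest is 431.

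The lost regions of H3R2C were spread unevenly over the chromosomes. Chromosome X held 35.3% of them, against 11.3% of the consensus regions, and 53.5% of the X regions called in both H3WT libraries were lost. In H3R26C and H3R8C chromosome X held 11.3% and 9.88% of the lost regions. On the autosomes alone 1594 regions were lost in H3R2C, with at most 258 in mixed pairs.

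**Figure D3:**
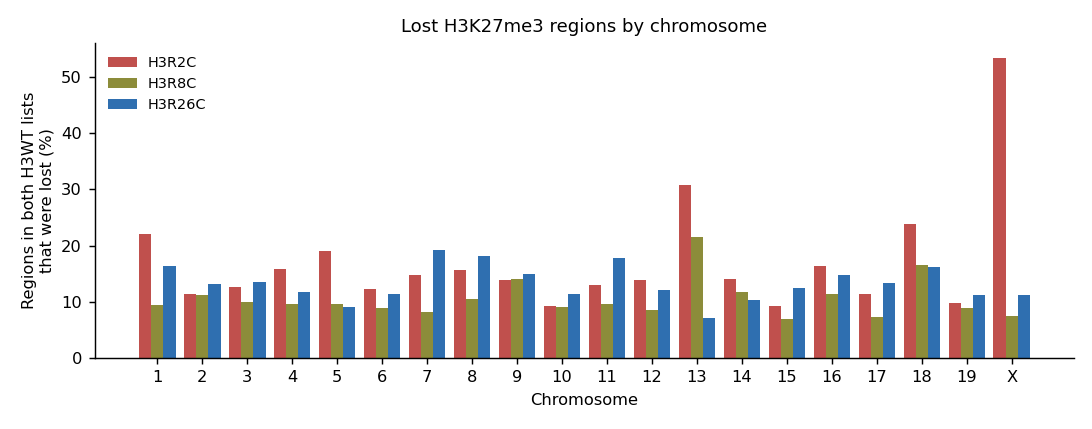
Share of the regions called in both H3WT libraries that were lost in H3R2C, H3R8C and H3R26C, in percent, by chromosome. The highest bar is chromosome X in H3R2C (53.5%), followed by chromosome 13 in H3R2C (30.9%).

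The signal at the consensus regions was then compared on the scale log2(scaled signal + 0.25), on which changes of low regions are understated. Each library was divided by its own median over the regions called in every library, so a loss common to all regions would not be seen. With limma at an adjusted p under 0.05, 2609 of the 20900 regions were lower and 3695 higher in H3R2C than in H3WT, 1518 were lower and 1769 higher in H3R26C, and 556 were lower and 690 higher in H3R8C. Many of these calls rest on a genotype without any peak: neither mutant library had one at 64.0% of the lower regions in H3R2C, 61.2% in H3R26C and 80.9% in H3R8C, and neither H3WT library had one at 71.1%, 75.6% and 91.0% of the higher regions. When the fit of H3R2C against H3WT was tested on simulated data, it called 42 of 20700 unchanged regions (42 of its 55 calls), and 4 of 9854 unchanged regions with signal in every library (4 of 40 calls). Few regions were changed in that simulation, so the share of false calls does not carry over to the real counts. Over the 5589 regions with a peak in every library limma called, at an adjusted p under 0.05, 780 lower and 702 higher in H3R2C, 553 lower and 416 higher in H3R26C, and 81 lower and 42 higher in H3R8C. In the upper 50% by mean signal, lower regions outnumbered higher ones, with 1926 and 1275 in H3R2C and 1108 and 663 in H3R26C. The same held in H3R8C, with 205 and 133. At an adjusted p under 0.001 limma called 400 lower and 1383 higher regions in H3R2C over all consensus regions. Leaving out 1 library changed some counts by more than 1.5 times. The lower regions in H3R2C numbered 1664 without H3WT replicates 1 and 2 and 1423 without H3R2C replicate 3, those in H3R8C numbered 330 without H3R8C replicates 1 and 2 and 323 without H3R8C replicate 3, and the higher regions in H3R26C numbered 1164 without H3WT replicate 3.

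The difference between H3R2C and H3R26C was tested directly, since the study treated them as a pair. At an adjusted p under 0.05 limma found 3950 regions lower and 4744 higher in H3R2C than in H3R26C, and 1021 lower and 938 higher over the regions with a peak in every library. With the signal as deposited the limma counts over all regions were 1633 and 2940, and without H3R2C replicate 3 they were 2326 and 3305. Of the regions past the threshold against H3WT in both mutants, 1101 in number, 575 were lower in both, 371 were higher in both and 155 moved in opposite directions. The same direction in 85.9% of them cannot be taken as evidence of a shared effect or of its absence. Simulated unchanged groups set against the same H3WT libraries shared 1537 regions on average in lists of these sizes, with 97.2% in the same direction. The correlation of the log2 changes across regions, which are not independent replicates, was 0.203 for H3R2C and H3R26C. It was 0.205 for H3R2C and H3R8C and 0.332 for H3R8C and H3R26C, against 0.500 in the simulated groups. Those groups had no changes of their own. Changes particular to 1 mutant lower both values, so falling below the simulated groups does not show how much is shared.

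With the genotypes pooled, 4 libraries of H3R2C and H3R26C against 4 of H3WT and H3R8C, limma called 41 regions lower and 45 higher at an adjusted p under 0.05 among all consensus regions, and 102 lower and 87 higher among the 5589 with a peak in every library. This fit had no term for genotype and treated the 4 libraries of each side as independent, although libraries of 1 genotype belong together. The first pair of counts was fragile. With the replicate number as a block it was 4 and 2, and with eBayes without trend it was 140 and 149. It fell to 0 and 0 without H3WT replicates 1 and 2, without H3WT replicate 3 or without H3R8C replicate 3, although 1488 lower and 1353 higher, 1730 lower and 1348 higher, and 1303 lower and 1234 higher regions had an unadjusted p under 0.05 there. It was 2 and 4 without H3R8C replicates 1 and 2, 7 and 6 without H3R2C replicate 3, and 26 and 9 without H3R2C replicates 1 and 2. The lower regions numbered 66 without H3R26C replicates 1 and 2, and the higher ones 79 without H3R26C replicate 3.

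**Figure D4:**
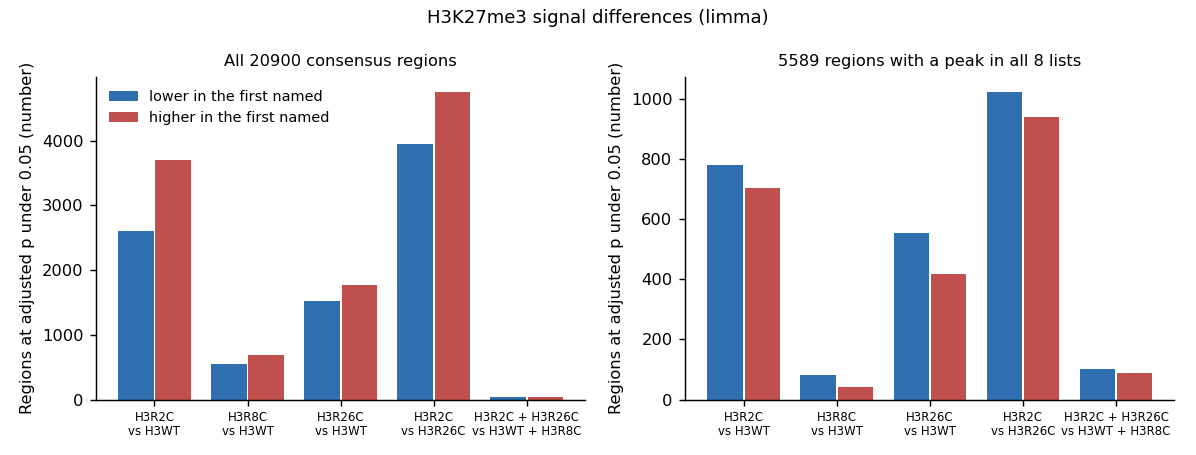
Number of regions with lower (blue) and higher (red) H3K27me3 signal by limma at an adjusted p under 0.05 in 5 comparisons, over all 20900 consensus regions (left) and over the 5589 with a peak in every library (right). H3R8C differs from H3WT at the fewest regions of the single mutants (556 and 690 on the left, 81 and 42 on the right).

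The regions that passed with the lowest adjusted p in this pooled comparison had clear differences in scaled signal, where 1 is the median of the regions called in every library of the fit. On chromosome 12 (mm10), the region from 72904551 to 72933700, which touched an exon of 4930447C04Rik and lay 6.19 kb from the start of Six6, had a scaled signal of 5.08 ± 0.691 in H3WT, 5.81 ± 0.0628 in H3R8C, 1.08 ± 0.188 in H3R2C and 0.431 ± 0.0202 in H3R26C (SD, n = 2 each; log2 change -2.58 ± 0.27, SE; limma adjusted p = 0.00568). Its neighbour from 72938451 to 72950500 held the starts of Six6 and 4930447C04Rik and had no peak in H3R2C and a peak in 1 of 2 H3R26C libraries. A region on chromosome 9 (102405601 to 102436200, intergenic) fell by 2.12 on the log2 scale (limma adjusted p = 0.00938). On chromosome 6, the region from 32571551 to 32597750 with the start of Plxna4 rose from 0.451 ± 0.115 in H3WT and 0.489 ± 0.0980 in H3R8C to 3.64 ± 0.273 in H3R2C and 2.47 ± 0.00351 in H3R26C (log2 change 2.18 ± 0.23, SE; limma adjusted p = 0.00568). The other higher regions held the starts of Enho (chromosome 4, 41621851 to 41640600) and Sult1c1 (chromosome 17, 53985351 to 53997900), both without a peak in either H3WT library. They had a peak in both H3R8C libraries, at a scaled signal of 0.193 ± 0.0723 and 0.179 ± 0.0453 (SD, n = 2 each). Each of these 6 regions kept its direction without any 1 library, but all 6 lost the adjusted threshold without H3WT replicates 1 and 2, without H3WT replicate 3 or without H3R8C replicate 3. At the chromosome 12 region near Six6 and at Plxna4 the adjusted p was then 0.0559, 0.0645 and 0.0529. At the chromosome 9 region it was 0.0817, 0.0774 and 0.0934, and 0.0582 without H3R8C replicates 1 and 2. With the maximum in place of the summed signal none of the 6 passed. With a pseudocount of 0.05, the region with the starts of Six6 and 4930447C04Rik, the chromosome 9 region and the Enho region fell short. Their limma adjusted p was 0.0585, and the Sult1c1 region fell short too, at 0.0595.

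In single mutants the lowest adjusted p was shared by many regions, among the lower ones by 80 in H3R2C and 67 in H3R26C with median lengths of 3.08 and 2.95 kb, and the 3 with the lowest unadjusted p were taken in each direction. In H3R2C the 3 lower ones held the starts of Sim2 (chromosome 16, 94076601 to 94102050), Pcdh8 (chromosome 14, 79769801 to 79794650) and A830018L16Rik (chromosome 1, 11400201 to 11426050). The Sim2 region had a scaled signal of 3.70 ± 0.207 in H3WT and 4.21 ± 0.494 in H3R26C and no peak in H3R2C, and the Pcdh8 region 4.11 ± 0.132 in H3WT and 0.493 ± 0.0119 in H3R2C (SD, n = 2 each; limma adjusted p = 7.86e-05 for both). The median change of the regions on chromosome 16 in H3R2C was -0.40 on the log2 scale. In H3R26C the 3 lower ones were on chromosome 6, from 4547551 to 4606500 with the start of Casd1 and from 4331851 to 4363050, and on chromosome 16, from 25098401 to 25137150. This chromosome 16 region was lower in H3R8C too, at 1.38 ± 0.0163 against 4.00 ± 0.0668 in H3WT (SD, n = 2 each; limma adjusted p = 0.000541). The Casd1 region had a scaled signal of 9.09 ± 1.19 in H3WT and 8.65 ± 1.38 in H3R2C and no peak in H3R26C (limma adjusted p = 0.00016), and was also the longest region lost in only 1 of H3R2C and H3R26C. The next longest of that kind were lost in H3R2C: an intergenic region of 46.5 kb on chromosome 15 (102784451 to 102830950) and a region of 44.8 kb on chromosome 11 (67319651 to 67364400) with the start of Myh13. The chromosome 15 region was lower in H3R26C too, with a scaled signal of 2.56 ± 0.462 in H3WT, 0.628 ± 0.0223 in H3R26C (log2 change -1.67 ± 0.15, SE; limma adjusted p = 0.000841, but 0.0770 with the maximum signal) and 8.52 ± 0.173 in H3R8C (SD, n = 2 each). The 3 higher regions taken in the same way in H3R2C, of 270 with the lowest adjusted p, and the 3 in H3R26C, of 97, were 2.40 to 3.25 kb long, had no peak in H3WT and lay just above the level at which peaks were called, at a scaled signal of 0.209 to 0.212.

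Regions lost in both H3R2C and H3R26C numbered 528, and 353 were gained in both. In simulated unchanged groups set against the same H3WT libraries 7.21 regions were lost in both on average (1 to 14 over 100 simulations), but each such group lost only 157 regions on average, so that this is not the number for lists as long as those of the mutants. If the losses were independent at a given H3WT signal, 491 would be lost in both, and the observed number was 1.07 times that. For H3R2C and H3R8C the shared number was 526, or 1.33 times the number for independent losses, and for H3R8C and H3R26C it was 479, or 1.59 times. The shared losses rose to 2265 without H3WT replicate 3, 1399 without H3WT replicates 1 and 2, 1154 without H3R26C replicates 1 and 2 and 805 without H3R2C replicates 1 and 2. The longest regions lost in both were intergenic on chromosome 15 (84567801 to 84580150) and chromosome 2 (79221101 to 79232100) and intronic in Zfhx3 on chromosome 8 (108140051 to 108150450). The longest gained in both were intergenic on chromosome 8 (18401101 to 18421900), over an exon of Ppp1r9a on chromosome 6 (5083451 to 5103300) and in an intron of Fabp12 on chromosome 3 (10272001 to 10291150), and the first of these also had a peak in both H3R8C libraries.

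Anti-HA lists addressed whether the tagged histone itself lay differently at these regions. HA peaks overlapped 16.6 ± 4.66% of the consensus regions in H3R2C and H3R26C and 14.2 ± 1.93% in H3WT and H3R8C (SD, n = 4 each; exact permutation test, two-sided, p = 0.400). At regions lost in H3R2C the shares were 6.75 ± 1.33% and 6.16 ± 0.551% (exact p = 0.429), and at regions lost in H3R26C 23.2 ± 1.70% and 25.4 ± 2.37% (exact p = 0.257). The pooled genotypes did not move together. Over all consensus regions the share was 15.4 ± 1.07% in H3WT, 20.5 ± 1.96% in H3R2C, 13 ± 1.96% in H3R8C and 12.7 ± 0.132% in H3R26C. At regions lost in H3R2C it was 6.64 ± 0.0287% in H3WT and 7.85 ± 0.143% in H3R2C, and at regions lost in H3R26C it was 26.8 ± 2.29% in H3WT and 22.4 ± 1.01% in H3R26C (SD, n = 2 each; not tested). The pooled difference over all regions was 0.665 percentage points without H3R2C replicate 3, 1.59 without H3R2C replicates 1 and 2, 1.56 without H3R8C replicate 3, 3.77 without H3R26C replicates 1 and 2 and 3.70 without H3R26C replicate 3. At regions lost in H3R2C it went from 0.588 to 0.186 without H3R2C replicates 1 and 2, 0.254 without H3R2C replicate 3 and 1.11 without H3R26C replicate 3, and at regions lost in H3R26C from -2.19 to -1.19 without H3WT replicate 3. Requiring HA peaks to cover at least 50% of a region moved the first difference most, from 2.43 to -3.68 percentage points (exact permutation p = 0.229). As a background, the ratio to the share at randomly shifted regions was 1.37 ± 0.182 in H3R2C and H3R26C and 1.26 ± 0.0777 in H3WT and H3R8C over all consensus regions (SD, n = 4 each; exact permutation test, two-sided, p = 0.343). At regions lost in H3R26C this ratio was 2.47 ± 0.274 in H3WT and 2.54 ± 0.165 in H3R26C (SD, n = 2 each; not tested), while pooled it was 2.38 ± 0.211 in H3R2C and H3R26C and 2.55 ± 0.214 in H3WT and H3R8C (SD, n = 4 each; exact permutation test, two-sided, p = 0.257). At regions lost in H3R2C it was 0.770 ± 0.0112 in H3WT and 0.953 ± 0.0564 in H3R2C (SD, n = 2 each; not tested), and pooled 0.842 ± 0.134 and 0.752 ± 0.0659 (SD, n = 4 each; exact permutation p = 0.314).

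Whether losses fell near promoters was asked with transcription start sites of the mm10 annotation. Of the regions lost in H3R2C, 25.8% lay within 1 kb of a start site, against 25.6% of the other consensus regions (odds ratio 1.01; Fisher's exact test, two-sided, p = 0.825). Of those lost in H3R26C, 19.7% did, against 26.1% (odds ratio 0.694; Fisher's exact test, two-sided, p = 6.47e-09). Regions are not independent replicates, so these tests describe the regions. Both results changed when the background was matched on region width, to odds ratios of 1.19 (Fisher's exact p = 0.00857) and 0.930 (Fisher's exact p = 0.430). For H3R2C the odds ratio was also 1.18 on autosomes (Fisher's exact p = 0.00418) and 1.19 with 50% covered (Fisher's exact p = 0.000405). It was 0.913 within 5 kb (Fisher's exact p = 0.0430) and 1.01 at 0 bp (Fisher's exact p = 0.917). For H3R26C it stayed below 1 on autosomes (0.717) and with 50% covered (0.867).

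Of 10 lineage genes fixed beforehand, 9 had no peak within 1 kb of the start site in any of the 8 libraries. The exception was Myod1, whose region (chromosome 7, 46362001 to 46380850) had a scaled signal of 0.979 ± 0.220 in H3WT, 2.25 ± 0.409 in H3R2C, 2.02 ± 0.266 in H3R26C and 1.27 ± 0.0796 in H3R8C (SD, n = 2 each). The log2 change was 1.03 ± 0.19 in H3R2C (SE; limma adjusted p = 0.00944), 0.89 ± 0.19 in H3R26C (limma adjusted p = 0.0276) and 0.32 ± 0.19 in H3R8C (limma adjusted p = 0.518). The H3R2C call was lost without H3WT replicates 1 and 2 (limma adjusted p = 0.0524) or H3R2C replicate 3 (0.0637), the H3R26C call without H3WT replicates 1 and 2 (0.113), H3R26C replicates 1 and 2 (0.0567) or H3R26C replicate 3 (0.130), and both calls with the signal as deposited or the maximum signal. At 6 housekeeping genes, the control, 0 of the 8 libraries had a peak.

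H3K27me3 peaks covered the Hoxc cluster (chromosome 15, 102921103 to 103036852) over 100% of its length in both H3WT and both H3R8C libraries and 99.6 ± 0.611% in H3R26C, but over 42.9 ± 12.7% in H3R2C (SD, n = 2 each). The Hoxd cluster (chromosome 2, 74668310 to 74765142) was covered over 88.5 ± 2.09% in H3WT and 53.0 ± 5.18% in H3R2C, and the Hoxa cluster (chromosome 6, 52155590 to 52260880) over 23.5 ± 6.17% and 7.31 ± 3.83%. The H3R17C library of replicates 2 and 3 also had a low Hoxa value (8.79%), but covered Hoxc over 100% and Hoxd over 86.8%. The Hoxb cluster (chromosome 11, 96194316 to 96368256) was covered over 88.4 to 94.3% on average in the 4 genotypes. With the upper 50% of peaks the values in H3R2C were 40.6% for Hoxd and 3.3% for Hoxa, and without H3R2C replicates 1 and 2 the Hoxa value was 4.61%. The differences in H3R2C exceeded the spread between libraries, and with 2 libraries each they were not tested.

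**Figure D5:**
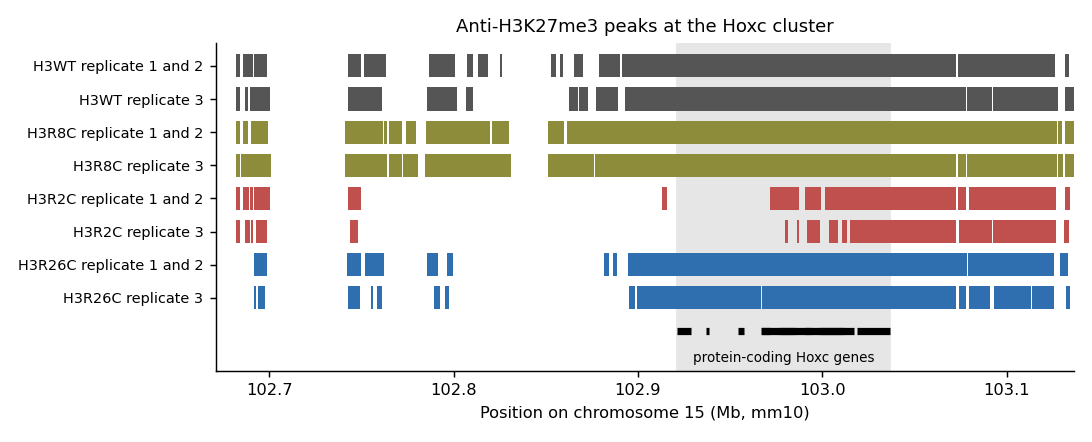
Anti-H3K27me3 peaks (bars) around the Hoxc cluster on chromosome 15 (position in Mb, mm10) in the 8 libraries; the shaded part is the cluster and black bars are its protein-coding Hox genes. Peaks of both H3R2C libraries leave part of the cluster uncovered (42.9% covered on average, against 100% in H3WT).

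H3R17C was set apart because the name of one of its anti-H3K27me3 lists gave another mark than its label, and that list also resembled no other. As labelled, 2074 regions were lost and 9 gained, with up to 951 in mixed pairs. Limma called 426 regions lower and 0 higher at an adjusted p under 0.05, while 13 higher regions had an unadjusted p under 0.05. The limma fits with H3R17C were scaled over 109 of the 20900 regions, the only ones called in every library of the 5 genotypes. Without H3WT replicates 1 and 2 the counts were 4309 lost and 30 gained, and 4913 regions were lost without H3WT replicate 3. Without the library labelled replicate 1 the counts were 2096 lost and 839 gained, and limma then called 216 lower and 102 higher. Without replicates 2 and 3 they were 11939 lost and 57 gained, and 7820 lower and 132 higher.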

Values the study reported

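At the regions with changed H3K27me3, the study reported no significant difference in HA signal above 1 log2 fold for H3R26C against H3WT, and such differences at fewer than 10 regions for H3R2C. On recombinant chromatin, methylation by PRC2 was given as 6.8% of the wild-type level for H3R26A (p = 0.01) and as 49% for H3R2A (p = 0.18), which was not significant. By RNA sequencing, the study listed 226 genes as increased and 28 as decreased in H3R26C cells.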

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

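Among the tests in this part, the comparison of H3R2C with H3R26C, all tests of it and the correlations over chromosomes were chosen after the result was seen, and the tests of the H3R17C library were chosen before.

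H3R2C and H3R26C are drawn to attention because their changes against H3WT differed from each other. In the direct comparison, limma placed 8694 of the 20900 consensus regions past an adjusted p of 0.05, 3950 lower and 4744 higher in H3R2C, which was more than for either mutant against H3WT. The limma counts were 2326 lower and 3305 higher without H3R2C replicate 3, and 1633 and 2940 with the signal as deposited. Over the 5589 regions called in every library the count was 1959. A different number of called peaks is argued against by the calls: with equal numbers of top peaks, 2603 regions had a peak in both H3R26C libraries and neither H3R2C library and 3061 the other way round, against at most 384 in mixed pairs of these 4 libraries. Different copy numbers of whole chromosomes are argued against as the whole cause: with the median of each chromosome set to 0 in each library, limma still placed 1826 of the regions called in every library past an adjusted p of 0.05. Copy number of segments within chromosomes was not tested, and whole chromosomes stay open as part of the cause. The median H3K27me3 change of each autosome in H3R2C against H3WT went along with the change in its share of HA peaks (Pearson r = 0.935, permutation p = 1e-05, the smallest that 100000 resamples can give; Spearman rho = 0.935; n = 19), as would be seen if the H3R2C line carried other chromosome numbers, whereas in H3R26C r was 0.161 (permutation p = 0.509). Clonal differences between cell lines and an effect of the mutation itself cannot be separated by this design, and the biological explanation was not tested.

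The H3R17C library labelled anti-H3K27me3 replicate 1 is drawn to attention because its list, which the main comparisons do not use, held a signal unlike the others of that mark. Within 1 kb of a start site lay 28.3% of its peaks, against 14.9 to 21.4% in the 9 other anti-H3K27me3 libraries. Its highest Jaccard index with any of them was 0.00309, against a lowest of 0.298 between the others. It had a peak at 4 of 6 housekeeping genes, where H3R17C replicates 2 and 3 and the 8 libraries of the other genotypes had 0. Both values are consistent with a mislabelled sample. The name of its list also gives another mark than its label, and no test here can say which antibody was used. The H3R17C library of replicates 2 and 3 did not share this: its Jaccard index with the H3WT and H3R8C libraries was 0.518 to 0.541, somewhat below the 0.550 to 0.573 between H3WT and H3R8C libraries. Whether H3R17C itself changes the mark stays open.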

How the results depend on the processing

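Tests on autosomes alone, with chromosome medians set to 0, with the HA share divided by that at shifted regions, with the further scaling of the H3R17C fit, and all those of the direct comparison of H3R2C with H3R26C were chosen after the result was seen. For the 28 results that answer a comparison, 140 of 240 values under alternatives other than leaving out 1 library held their direction and their side of the threshold, or stayed within 1.5 times for counts, 86 moved, 9 reversed, 1 fell short of its threshold and 4 newly passed it. With 1 library left out, 109 of 162 values held, 51 moved and 2 reversed. For the regions and genes named singly, 394 of 429 values held, and 163 of 208 with 1 library left out, where the other 45 fell short of their threshold. Where no reason is given, the cause was not tested.

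The difference in covered length reversed to 5.68 Mb with all 3 labelled replicates and to 3.29 Mb with H3R17C added, and ranged from -14.8 Mb without H3R2C replicates 1 and 2 to 7.27 Mb without H3R26C replicate 3 (2.99 Mb without H3R2C replicate 3). The difference in peaks of at least 10 kb reversed to 53.6 with H3R17C added. Both reversals with H3R17C added rest partly on its library labelled replicate 1, whose list resembled no other. That library covered 77.5 Mb with 220 such peaks, against 82.7 Mb and 1156 in the H3R17C library of replicates 2 and 3. The exact p was never below 0.229 for either.

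With the upper 50% of peaks, lost and gained regions numbered 1426 and 1691 in H3R2C, 659 and 716 in H3R8C and 938 and 1087 in H3R26C, and 1048 were lost in H3R17C. Fewer peaks enter by construction. Gained regions in H3R17C numbered 4 with 50% of the region covered and 5 with peaks within 1 kb merged. With all 3 labelled replicates, where a majority of 3 suffices and the doubled list decides, lost and gained regions numbered 5858 and 9130 in H3R2C, 4791 and 4211 in H3R8C, 4851 and 2187 in H3R17C and 4299 and 7506 in H3R26C. On autosomes 1594 were lost in H3R2C. Leaving out 1 library gave 2845 to 5453 lost and 3637 to 7782 gained in H3R2C, 1807 to 3644 and 2165 to 3365 in H3R8C, 2096 to 11939 and 13 to 839 in H3R17C, and 1882 to 3931 and 2552 to 6238 in H3R26C. Regions lost in both H3R2C and H3R26C ranged from 605 to 2265.

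The limma counts moved as well. At an adjusted p under 0.001, lower and higher regions numbered 400 and 1383 in H3R2C, 150 and 322 in H3R8C and 213 and 392 in H3R26C, and 96 were lower in H3R17C. With the signal as deposited they were 1243 and 2306 in H3R2C and 462 and 698 in H3R26C, and 293 were lower in H3R8C, so that 65.4% of its calls were higher in place of 55.4%. In the pooled comparison they were 72 and 17, or 19.1% higher in place of 52.3%. In the upper 50% by mean signal the balance in single mutants turned towards lower, with 1926 and 1275 in H3R2C (39.8% higher in place of 58.6%), 1108 and 663 in H3R26C (37.4% in place of 53.8%) and 205 and 133 in H3R8C (39.3% in place of 55.4%), whereas the pooled counts were 98 and 106. Over regions called in every library they were 780 and 702, 81 and 42, 553 and 416, and 102 and 87 pooled, with fewer regions tested. With the maximum signal, 2432 were higher in H3R2C, and the pooled counts were 0 and 2, with 1965 and 1355 at an unadjusted p under 0.05 in limma. Counting all 3 labelled replicates, which treats a doubled list as independent, gave 5023 and 6305, 2346 and 2345, 3679 and 4429, and 1713 and 1959 pooled.

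With H3R17C in the limma fit, 1376 regions were lower in H3R2C (67.6% of calls higher), and 548 were lower and 1111 higher in H3R26C (67.0%). The scaling of that fit rested on 109 of the 20900 regions, those called in every library including the one labelled H3R17C replicate 1. Scaled over regions of the 4 genotypes, 989, 305 and 498 were lower in H3R2C, H3R8C and H3R26C, with 74.3%, 65.8% and 73.5% of calls higher. With H3WT alone 1024 were higher in H3R26C. The pooled counts were 1 and 1 with a pseudocount of 0.05, 140 and 149 without trend, and 82 and 70 with chromosome medians set to 0. For H3R17C by limma, only the stricter threshold, the further scaling (344 lower and 0 higher, with 22 higher at an unadjusted p under 0.05) and the leave-outs were run.

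In the direct comparison by limma, with 3950 lower and 4744 higher in H3R2C than in H3R26C, the counts were 899 and 1647 at an adjusted p under 0.001, 1633 and 2940 with the signal as deposited, 2427 and 2126 in the upper 50% by mean signal, and 2683 and 3127 with the maximum signal. Over regions called in every library they were 1021 and 938, and 950 and 876 with chromosome medians also set to 0. All 3 labelled replicates gave 6018 lower, and with H3R17C in the fit 1907 were lower, or 2330 with the further scaling. Leaving out 1 library gave 2326 to 3798 lower and 3260 to 4504 higher.

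Leaving out 1 library gave limma counts of 1423 to 2728 lower and 2552 to 3665 higher in H3R2C, 323 to 741 and 603 to 907 in H3R8C, 1039 to 1812 and 1164 to 1671 in H3R26C, 216 to 7820 and 102 to 132 in H3R17C, and 0 to 66 and 0 to 79 pooled. The pooled 0 arose without H3WT replicates 1 and 2, H3WT replicate 3 or H3R8C replicate 3, with 1488 and 1353, 1730 and 1348, and 1303 and 1234 regions at an unadjusted p under 0.05. A genotype left with 1 library is assumed to vary like the others.

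The replicate numbers did not pair the libraries: correlations of deviations between same-numbered libraries were 0.00141 to 0.158 over all regions and -0.0126 to 0.213 over those called in every library, above 0.1 in 2 of 6 cases in either set. With the replicate number as a block, the pooled limma counts were 4 and 2, the exact p was 0.778 for covered length, and the call at the Sult1c1 region and that at the Fabp12 region in H3R26C changed (limma adjusted p = 0.0505 and 0.0525; over all alternatives 4.8e-05 to 0.180 and 0.000205 to 0.394).

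The difference in HA peaks reversed to -3.68 percentage points at consensus regions and -1.68 at regions lost in H3R2C when 50% of a region had to be covered, and to -1.91 and -1.08 with equal numbers of top HA peaks. It was -0.0710 at regions lost in H3R2C with H3R17C added. At regions lost in H3R26C all 3 labelled replicates gave -2.54 (exact permutation p = 0.0411), against 0.257 with independent libraries, and the difference grew to -8.73 with 50% of a region covered (exact permutation p = 0.114) and to -6.60 with equal numbers of top HA peaks (exact permutation p = 0.0571). The odds ratio at start sites for H3R2C was 0.913 within 5 kb, 1.19 with 50% covered, 1.18 on autosomes and 1.19 with width matched, and that for H3R26C was 0.930 with width matched.

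The calling level limits all of this: the level a block had to pass differed 2.37 times between the 8 libraries, so losses of weak regions cannot be separated from a higher level.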

Other observations

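All tests in this part were chosen after the result was seen, except that of peak numbers, that of chromosome shares over all lost regions and the count of splits over regions called in every library.

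Losses against H3WT were first set against the number of called peaks. With equal numbers of top peaks, 2586 regions were lost in H3R2C and 1826 in H3R26C, against at most 230 and 307 in mixed pairs, which argues against a different number of peaks as their cause.

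Lost regions were examined for lost chromosome segments. In H3R2C chromosome X held 35.3% of the lost regions, which leaves the loss of X segments open. On the autosomes chromosome 1 held the most, 12.5% in H3R2C and 10.4% in H3R26C, against 7.88% of the autosomal consensus regions, which argues against 1 segment holding most of them. Relative to its share of autosomal consensus regions, the most enriched autosome held 2.28 times as many in H3R2C and 1.46 times in H3R26C. Smaller lost segments therefore stay open. In H3R26C the highest share over all chromosomes was 11.3%, on X, equal to its share of the consensus regions. Neighbouring autosomal regions were lost together. The longest autosomal run in H3R2C was 16 regions (chromosome 11, 67113401 to 67893500), against at most 10 in 1000 permutations. That in H3R26C was 17 (chromosome 1, 60905801 to 61293000), against at most 9 (permutation p = 0.001 for both, the smallest these permutations can give). The same run on chromosome 1 was the longest in H3R8C too, with 17 regions, so it was not particular to H3R26C. Inside these runs lay 7 HA peaks of the H3R2C libraries and 3 of the H3R26C libraries, which argues against deletion of every copy. Loss of 1 copy was not tested.

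Changes along whole chromosomes were compared with the share of HA peaks per chromosome, over 19 autosomes and 6 comparisons. The requirement that both Pearson and Spearman values pass was set after they were seen. Against H3WT, r was 0.935 in H3R2C (permutation p = 1e-05, the smallest possible, adjusted 3e-05; rho = 0.935, p = 1e-05; r = 0.910 without the 2 farthest autosomes) and 0.869 in H3R17C (p = 3e-05, adjusted 6e-05; rho = 0.714, p = 0.00094; 0.707 without them). In H3R8C r was 0.745 (p = 0.00799, adjusted 0.012) but rho was 0.363 (p = 0.127) and r fell to 0.154 without the 2 farthest, so it rests on those. In H3R26C r was 0.161 (p = 0.509, adjusted 0.509; rho = 0.219, p = 0.364; 0.318 without them). With H3R8C as the control, r was 0.886 in H3R2C (p = 1e-05, adjusted 3e-05; rho = 0.811, p = 3e-05; 0.802 without them), which argues against the H3WT lists as the whole cause, and 0.520 in H3R26C (p = 0.0306, adjusted 0.0367; rho = 0.325, p = 0.174; 0.531 without them). A candidate explanation for H3R2C and H3R17C is a different number of chromosome copies, as a hypothesis. It remains open for H3R8C and H3R26C. For H3R17C the H3K27me3 change came from the library of replicates 2 and 3 alone, without the one labelled replicate 1.

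The number of X copies and a loss of the mark on X in H3R2C cannot be told apart. Of the H3R2C peaks 4.93 to 5.73% lay on X, against 11.2 to 18.0% in the 7 other libraries and 2.04% in the library labelled H3R17C replicate 1, which resembled no other. The log2 change in the share of HA peaks on X was -0.0201 against H3WT but -0.48 against H3R8C. The 2 controls therefore give the same sign but very different sizes.

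The spread of covered length may reflect depth. Over the 8 libraries, covered length went along with the lowest total signal of the list (r = 0.944, exact permutation p = 0.000248; rho = 0.952, permutation p = 0.00114; r = 0.845 without the 2 farthest), and within genotypes 3 of 4 pairs had the same direction. Longer blocks raise both values, so from the lists alone depth and block length cannot be told apart. The study lists a read total for each labelled sample, which was not used here. Replicates that share a peak list differ in it, so which total belongs to a shared list is open.

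Whether chance can be excluded for the pooled limma counts was asked with the 35 splits of the 8 libraries into 4 and 4. Over all consensus regions 2 of 35 splits gave as many regions, the real one with 86 and H3WT with H3R2C against the others with 89, so chance cannot be excluded. Over regions called in every library 1 of 35 did, the real one with 189, and the highest other split gave 9. In both cases limma found 0 regions in 32 splits, with 5 to 2748 and 11 to 823 regions at an unadjusted p under 0.05. Only 3 splits keep genotypes whole, so differences between genotypes of any kind favour those.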
